A study of Homo sapiens with 43 samples. Its data were reported in "Measuring microRNAs: Comparisons of microarray and quantitative PCR measurements, and of different total RNA prep methods" (2008).

How the data were processed

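The deposited series holds 43 1-colour arrays with probes for 470 human miRNAs (names of miRBase, given here without the species prefix), hybridized with total RNA of 9 normal human tissues. Per the labels, 100 ng of total RNA went into each labelling, and hybridization took 20 hours at 55 C; 20 to 40 features target each miRNA, in 1 to 4 probes. Replicates within a tissue were repeat labellings of 1 RNA sample. The authors scanned the arrays and extracted the signals with Agilent Feature Extraction 9.5.3, which, per the file headers, ran with spatial detrending on and its separate background correction off and summed the features of a miRNA into a total gene signal. That total gene signal, the feature signals and their errors are intensity values in linear fluorescence units, deposited without normalization between arrays. The software's detection call for each miRNA (unit: other, yes or no) is deposited with them. Each scanner file lists 12033 features, of which 2 noncontrol features over all arrays were saturated. The deposited matrix of the series equals the total gene signals of the scanner files, with a largest difference of 0. The study's measurements by another method are outside the processed files and were not analysed, and 64 probe sets for miRNAs of other organisms were only counted. Depth on these arrays is signal over background: the background noise per array had a median of 2.25 (1.51 to 6.15) signal units, the number detected per array stands in the results, and the number of arrays limits the precision of each mean.

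Signals under 2 were set to 2 and log2 values taken, with no further normalization, as in the study's methods. The 360 miRNAs called detected on every array of at least 1 tissue were tested in limma 3.58.1 under R 4.3.3, with 1 mean per tissue and a spread shared by all 43 arrays. Contrasts were each tissue against the equally weighted mean of the other 8 tissue means, and all 36 pairs of tissues, each with Benjamini-Hochberg adjustment within the contrast. A miRNA was called at an adjusted p under 0.05 and at least 2-fold. Calls used signals with the floor of 2 and not the bounds on folds, so that a bound can lie under the fold of its call. A miRNA was called enriched in a tissue at 4-fold or more over each of the other 8, with 8 adjusted p-values under 0.05 and detection on all arrays of the tissue. An F test over the 9 tissues was adjusted the same way. For folds, a tissue undetected on all of its arrays was put at a bound, on each array the higher of its lowest detected signal and the miRNA's own signal. Fixed lists of miRNAs were tested with camera of limma, which sets the members of a list against the other tested miRNAs, at a preset correlation of 0.01 and again with an estimated one, adjusted over the 19 tests of a list in a tissue. The lists were striated muscle miRNAs (heart, skeletal muscle, breast), neuronal miRNAs and the let-7 family (brain), liver miRNAs (liver), blood cell miRNAs (liver, placenta), the chromosome 19 and miR-371 to miR-373 clusters (placenta), the chromosome 14 cluster (brain, placenta, ovary), lymphoid miRNAs and miR-17-92 family clusters (thymus), the miR-506 to miR-514 cluster and the miR-34 and miR-449 family (testes), epithelial miRNAs (breast), and endothelial and smooth muscle miRNAs (ovary); 2 list members, miR-885-5p and miR-518a-2*, were not on the array. The number detected and the log2 sum of signals were tested by permuting the tissue labels 100000 times. The RMS deviation of a pair of arrays used miRNAs above 10 times the noise on both. For this measure the noise of an array was the smallest error of the total gene signal of any human miRNA on it, and not the background noise given above.

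The 43 arrays were on 6 slides scanned by 1 scanner on 2 days, slides 1 to 3 on the first. Results were therefore repeated with the slide as a block, and within each slide for the lists and each scan day for the counts. The miRNAs named were fixed by rule: per tissue the 4 called miRNAs with the largest positive and the 2 with the largest negative difference, with all arrays of the tissue on 1 side of the mean of the others, the higher ones detected on every array of the tissue and the lower ones on every array of at least 6 other tissues. To these the rule added up to 5 enriched miRNAs per tissue by fold over the next tissue, 10 in each direction for heart against skeletal muscle and for ovary against testes, the 4 members of each list with the highest mean, and the miRNAs the study singled out. This rule, the lists, the tests and most alternatives were fixed before the data were examined. Exceptions are given where they stand.

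Alternatives changed 1 choice at a time, except that the processed signal came with a scaling and normexp with quantile normalization: scaling to the 75th percentile of the miRNAs detected on all arrays or of all miRNAs, quantile normalization, feature signals (processed signal) less their 75th percentile, normexp background correction (offset 50) with quantile normalization, the deposited matrix, a floor of 1 or 8, no filter on dim miRNAs or only those detected on all 43 arrays, the replicate number or the slide as a block, a test against a 2-fold change (treat), an estimated correlation in camera, a 10-fold rule for enrichment, other detection rules, sums without the 10 brightest miRNAs, 3 times the noise for the RMS deviation, and leaving out each array in turn. The scan day as a block, each scan day alone, a run without 5 doubted arrays and the slide as a block for the number detected and the sum were added after the data had been examined. An array was doubted when it carried over 0.5% of the signal of another tissue or had more than 2 times the median noise. The calling was tested on simulated data: in 5 simulations of 360 miRNAs, 200 of them changed in 1 tissue, changes of 2.5, 4 and 8-fold were called in 100% of cases, changes of 1.5-fold in 0% (95.2% passed the adjusted p alone), and 0 of the 160 unchanged miRNAs were called. The simulated arrays had independent noise around 1 level per miRNA. They held no undetected signals and no differences in the summed signal between arrays or scan days. The simulations thus do not tell how calls behave under such differences. Extraction and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.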

Results

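The levels of 470 human miRNAs were measured in 9 normal human tissues on 1-colour microarrays. For each tissue 1 RNA sample was labelled and hybridized anew for each array, 4 times for testes and thymus and 5 times for brain, breast, heart, liver, ovary, placenta and skeletal muscle, which gave 43 arrays. The replicates are repeat labellings of 1 RNA sample, so every SD and p-value here covers technical spread and not the spread between people. The value given for a miRNA is its total gene signal in fluorescence units, as the mean ± SD over the arrays of a tissue (n = 4 for testes and thymus, n = 5 for the other tissues), and the number of arrays limits its precision. A fold is given as a lower bound ("at least") where 1 or more of the tissues it is set against was undetected on all of its arrays, and as an upper bound ("at most") where the tissue itself was. A tissue detected on some of its arrays entered at its signal, so a fold against a level near the background noise is uncertain. Positions are those of the array probes in genome build hg18, as the array files list them, with 1 locus for a miRNA that has several; no gene annotation of that build was used.

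The question of how much of the miRNA repertoire each tissue carries was answered by detection calls and by signal sums. Placenta and testes had the most detected miRNAs, with 315 ± 11.4 (SD, n = 5) and 311.5 ± 9.40 (SD, n = 4) of the 470, and liver had the fewest, with 192 ± 22.005 (SD, n = 5). Skeletal muscle, at 231 ± 20.5 detected miRNAs, had a short repertoire but the highest summed signal, 1107760 ± 105821, of which its 10 brightest miRNAs made up 74.5% ± 0.412. In placenta the sum was 772557 ± 73132 and the 10 brightest miRNAs took 42.8% ± 0.356 of it. Testes combined many detected miRNAs with a low sum, 354401 ± 13050, and the sum in liver was the lowest, 182309 ± 16831.5. Between these lay brain (279 ± 9.08 detected, sum 551790 ± 30342), breast (265 ± 9.18, 563251 ± 35817), ovary (254 ± 17.6, 705696 ± 129151), thymus (252.5 ± 10.7, 438914 ± 23372) and heart (237 ± 8.35, 528933 ± 46996).

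The tissues differed in both measures by more than their arrays did. The one-way F statistic was 35.5 for the number detected and 136 for the log2 sum, each with a two-sided permutation p = 1e-05, the smallest that the 100000 resamples can give. Permuting within slides gave 43.3 and 175, the arrays of scan day 1 alone gave 18.1 and 406 without thymus, which had 1 array that day, and those of scan day 2 gave 83.9 and 88.1, with the same permutation p = 1e-05 each time.

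**Figure D1:**
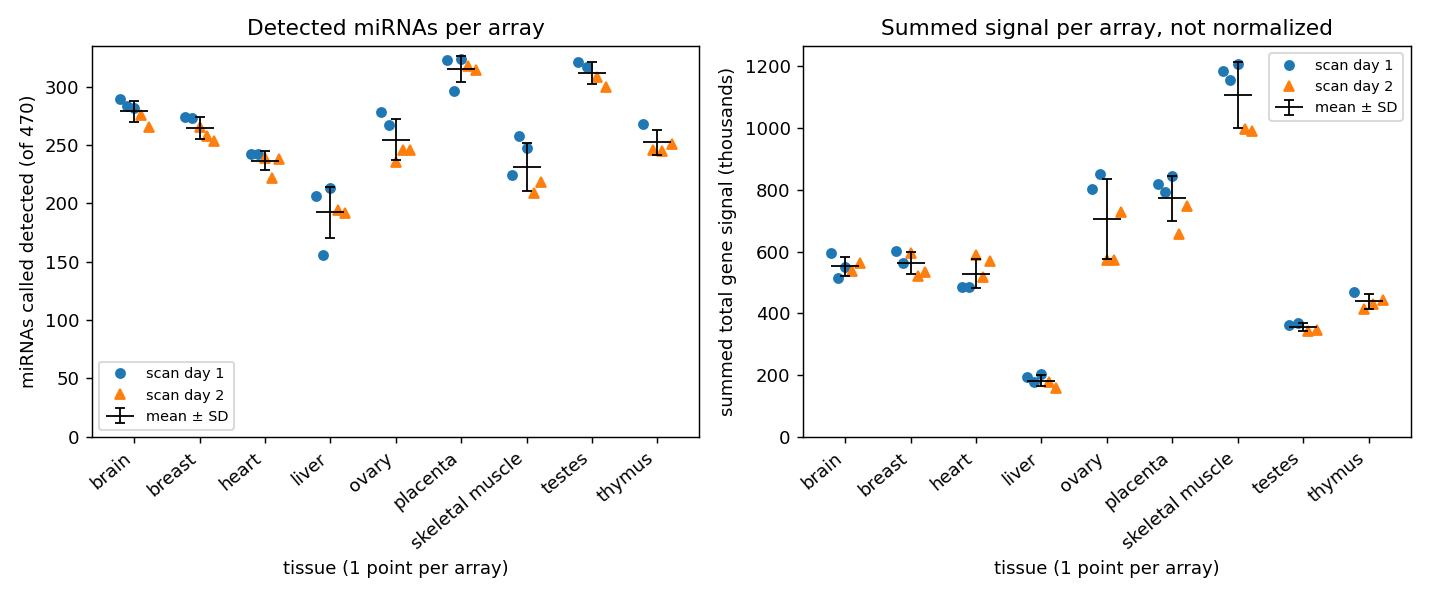
Left: miRNAs called detected of the 470 on the array; right: sum of the total gene signals in units of 1000 fluorescence units, for each of the 43 arrays by tissue, coloured by scan day, with the mean ± SD. The number detected ran from 156 on liver 2, the array with the highest background noise (6.15 signal units), to 324 on a placenta array. The other liver arrays detected 192 to 213.

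Arrays of 1 tissue repeated each other closely. The RMS deviation, the SD of the residuals when the natural logs of the signals of 1 array are regressed on those of another, had a median of 0.102 over the 82 pairs of arrays of the same tissue (range 0.0330 to 0.197, SD 0.0361). Over the 821 pairs of arrays of different tissues the median was 1.35, and the lowest value, 0.824, was above every value within a tissue. Breast and heart were the closest tissues by this measure, with a median of 0.837 over 25 pairs of arrays, and placenta and skeletal muscle the farthest apart, with 1.79. Heart and skeletal muscle stood at 0.952. Other measures ordered the pairs differently: the fewest miRNAs differed between heart and skeletal muscle, 127 against 140 for breast and heart. The correlation of log2 tissue means was highest for breast and skeletal muscle, at 0.928. Striated muscle miRNAs made up 20.5% ± 0.446 of the summed signal in breast. Pairs of arrays of 1 tissue from the same scan day gave a median of 0.0749, and pairs from different days 0.122.

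All 360 miRNAs that were detected on every array of at least 1 tissue, and so were tested, differed among the 9 tissues at an adjusted p under 0.05. The highest tissue mean was at least 4-fold above the lowest for 350 of them and at least 100-fold for 109. A total of 146 miRNAs were detected on all 43 arrays and 68 on none, and 20 were detected on every array of 1 tissue and on no array of the others. The rule for enrichment in a tissue, at least 4-fold over each of the other 8 with an adjusted p under 0.05 each time, was met by 132 miRNAs: 58 in placenta, 32 in brain, 13 in testes, 10 in thymus, 7 in heart, 6 in skeletal muscle, 4 in liver, 2 in ovary and 0 in breast. Calls were made with signals under 2 set to 2; a count made after the results were seen, with undetected tissues at their bounds, put 4 of the 132 under 4-fold, 3 in heart and 1 in brain, and left 27 of the 748 calls of a higher level and 63 of the 1037 of a lower one under 2-fold. With the slide as a block there were 131 such miRNAs, 131 within scan day 1 and 127 within scan day 2. The naming rule took the highest and lowest miRNAs of a tissue only where all of its arrays lay on the same side of the mean of the other 8, so that this accord is set by the choice. List members outside that rule are named where 5 or fewer differed from the rest in their call, a choice made after their values were seen. Counts for a tissue under other scalings or background correction are given where the share of higher calls moved by over 10 percentage points or the majority turned. Beside the mean shift of a list stands its range over 3 scalings between arrays, in which the 75th percentile of the miRNAs detected on every array or of all miRNAs was set equal or the signals were quantile normalized. The range within slides sets the tissue against the other tissues on each slide. No slide held all 9, so that range is no strict repeat of the contrast against the other 8.

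**Figure D2:**
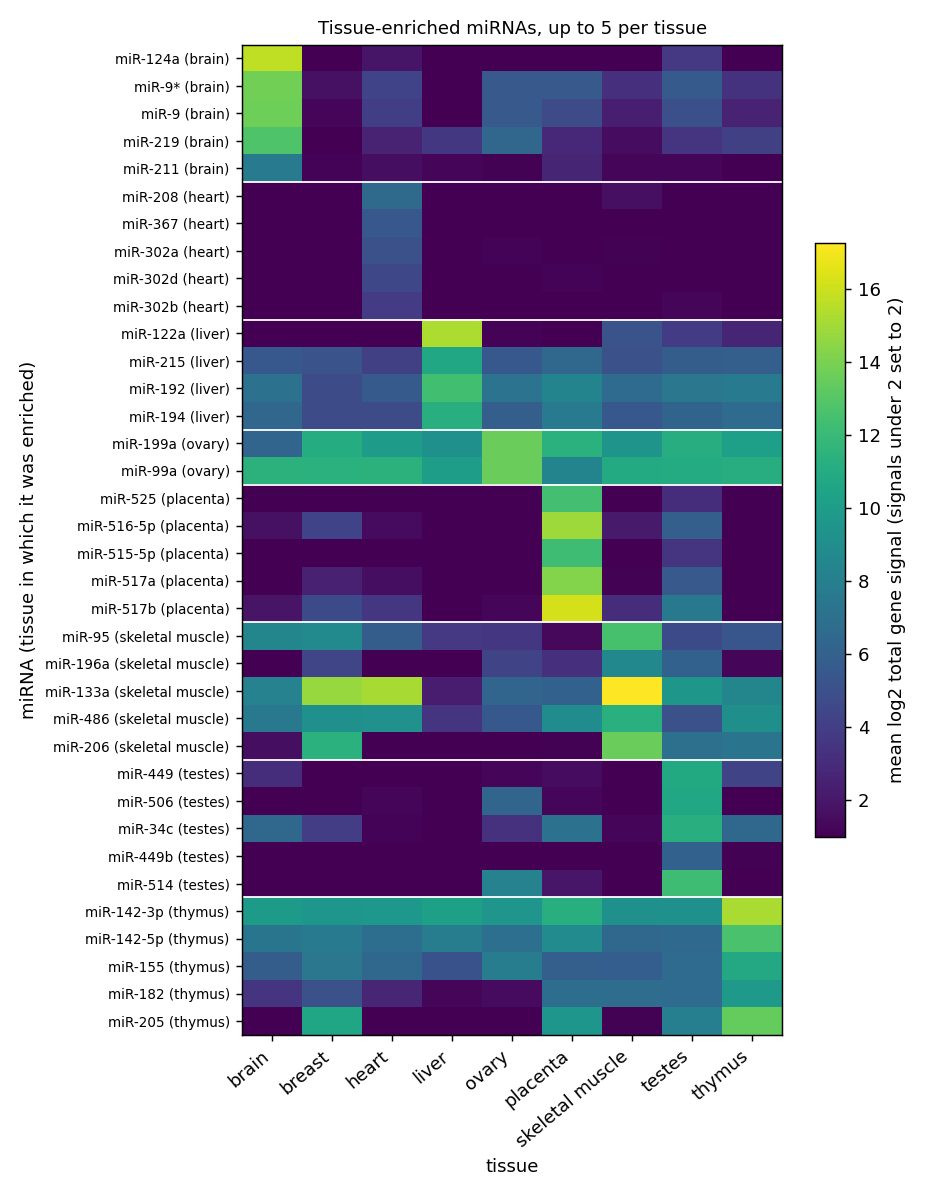
Mean log2 total gene signal in the 9 tissues (columns, signals under 2 set to 2) of up to 5 enriched miRNAs per tissue (lines), ordered by tissue. The brain miRNA miR-124a reached 15.70, the liver miRNA miR-122a 15.30 and the placental miR-517b 16.21; miR-122a in skeletal muscle rests on 2 of its 5 arrays.

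Which miRNAs set each tissue apart was asked by comparing its mean with the mean of the other 8 tissues. In brain, miR-124a, a miRNA of neurons (chromosome 8, 9798320 to 9798335), stood at 53319.5 ± 2600.1 (SD, n = 5), at least 14058-fold above the other tissues. The pair miR-9 and miR-9*, opposite arms of 1 precursor, stood at 13399 ± 1866 and 14241 ± 1196, at least 1233-fold and at least 941-fold higher. Both miR-219, which acts in oligodendrocytes, at 7038 ± 329, and miR-211, which lies within the TRPM1 gene, at 201 ± 13.7, were also enriched, by 85.0-fold over ovary and 31.0-fold over placenta, where miR-211 was detected on 2 of 5 arrays. Lowest relative to the other tissues were miR-10b, a miRNA of the HOXD cluster, at 35.6 ± 1.72 or 0.0346 times their mean, and miR-214 at 68.0 ± 6.57 or 0.0439 times. On 1 brain array, brain 2, miR-214 read 79.6 and the muscle miRNA miR-1 1513, where the other 4 arrays gave 381 to 432 for miR-1.

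All 16 neuronal miRNAs were higher in brain, also when adjusted over the list alone, with a median fold of 69.6 when undetected tissues are taken at their bound. Their mean shift was 7.22 on the log2 scale (7.19 with the slide as a block, 6.94 to 7.56 within the 5 slides that held the tissue, 6.40 to 6.99 when scaled), with adjusted p = 5.49e-08 against the other miRNAs by camera, and adjusted p = 0.0512 with an estimated correlation. Of the 41 tested members of the imprinted DLK1-DIO3 cluster on chromosome 14 (C14MC), 34 were higher in brain and 2, miR-493-3p and miR-493-5p, were lower, 34 and 2 when adjusted over the list alone, while miR-368, miR-376a, miR-431, miR-494 and miR-654 had no call. Examples were miR-487b at 1592 ± 102 (17.8-fold), miR-136 at 1263 ± 207 (7.74-fold) and miR-127 at 952 ± 36.01 (7.06-fold). The cluster's mean shift in brain was 2.64 on the log2 scale (2.62 with the slide as a block, 2.19 to 3.099 within the 5 slides that held the tissue, 1.81 to 2.42 when scaled), with adjusted p = 2.76e-07 and adjusted p = 0.153 with an estimated correlation, and the call was also lost, at adjusted p = 0.0550, among the miRNAs detected on all 43 arrays.

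The let-7 family, which limits growth and rises with differentiation, had 5 of 9 members higher in brain, 0 lower and 4 without a call, with the same counts adjusted over the list alone. let-7b stood at 26017 ± 2456 (2.20-fold) and let-7c at 10613 ± 890.3 (2.30-fold). let-7a and let-7f, at 42627 ± 3063 and 29521 ± 2073, were 1.82-fold and 1.77-fold above the other tissues, under the 2-fold limit, and lay below them (log2 differences of -0.05 and -0.10) once the 75th percentile of all miRNAs was set equal; let-7g and let-7i had no call either. The mean shift was 1.23 on the log2 scale (1.20 with the slide as a block, 1.12 to 1.45 within the 5 slides that held the tissue, 0.30 to 1.15 when scaled), with adjusted p = 0.0174, adjusted p = 0.434 with an estimated correlation, and adjusted p = 0.0868 with that percentile set equal. In all, 123 miRNAs were higher and 97 lower in brain, 122 and 99 with the slide as a block, 122 and 103 within scan day 1 and 128 and 92 within day 2; the largest adjusted p among those picked by the naming rule was 4.9e-23. Scaling between arrays, given with the median shift of the tested miRNAs on the log2 scale, moved the split to 92 and 145 with the 75th percentile of all miRNAs set equal (median shift -0.92) and 100 and 127 with quantile normalization (median shift -0.59). The processed signal less its 75th percentile, which changed the signal as well as the scaling, gave 92 and 166 (median shift -0.81).

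Breast had no enriched miRNA, and the miRNAs that stood out most in it belonged to epithelium and to striated muscle. The muscle miRNA miR-206 was at 2751 ± 215 (SD, n = 5), at least 110.2-fold above the other tissues, though at 23.0% of its level in skeletal muscle. miR-133a and miR-133b stood at 28469 ± 1849 and 42478 ± 2174, 49.5-fold and 47.4-fold higher, and at 17.8% and 20.1% of their skeletal muscle level. miR-205, a miRNA of stratified and glandular epithelium (chromosome 1, 207672140 to 207672155), reached 1568 ± 109, at least 49.98-fold higher. Neither miR-9* (3.46 ± 0.976) nor the erythroid miR-144 (3.30 ± 0.896, at most 0.0976 times the mean of the others) was detected on any breast array.

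Of the 6 striated muscle miRNAs, 5 were higher in breast, also when adjusted over the list alone, and miR-208, a miRNA of heart muscle, was undetected there. The mean shift was 4.22 on the log2 scale (4.24 with the slide as a block, 3.82 to 4.80 within the 5 slides that held the tissue, 4.17 to 4.39 when scaled), with adjusted p = 0.00228 and adjusted p = 0.118 with an estimated correlation. Among the 8 epithelial miRNAs 6 were higher in breast, miR-203 was lower and miR-200a* had no call, with 6 higher and 1 lower when adjusted over the list alone. After miR-205 came miR-200c at 858 ± 37.2 (8.14-fold), miR-200b at 200.4 ± 10.2 (at least 4.55-fold) and miR-141 at 90.8 ± 5.98 (at least 2.22-fold), which turned lower with normexp background correction and quantile normalization together (log2 difference -0.28). The list's mean shift was 1.83 on the log2 scale (1.84 with the slide as a block, 1.36 to 2.20 within the 5 slides that held the tissue, 1.76 to 1.79 when scaled), with adjusted p = 0.00316, adjusted p = 0.153 with an estimated correlation, and adjusted p = 0.138 in the run with normexp and quantile normalization. In breast 79 miRNAs were higher and 101 lower, against 79 and 101 with the slide as a block and 79 and 101 within scan day 1 and 79 and 99 within scan day 2; the largest adjusted p of the picked miRNAs was 4.37e-22. The split turned to 32 and 17 with normexp and quantile normalization together (median shift 0.02) and to 35 and 19 with only miRNAs detected on all 43 arrays.

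In heart, miR-499, from the myosin gene MYH7B (chromosome 20, 33041875 to 33041894), was at 808 ± 50.6 (SD, n = 5), at least 69.5-fold above the other tissues and 3.07-fold over skeletal muscle, with heart 1 apart at 720.1. miR-208, from the cardiac myosin gene MYH6 (chromosome 14, 22927651 to 22927669), was called detected by the software in heart only, at 97.2 ± 5.87 or at least 22.9-fold over skeletal muscle. miR-490, from the muscarinic receptor gene CHRM2, stood at 221 ± 25.8, at least 50.9-fold higher, and miR-133a and miR-133b at 36539 ± 4928 and 53104.5 ± 6304, 65.2-fold and 60.6-fold. Of the 7 enriched miRNAs, 4 that the rule picked belong to the miR-302 and miR-367 cluster of pluripotent stem cells: miR-367 at 42.3 ± 2.55, miR-302a at 33.6 ± 2.502, miR-302d at 23.6 ± 1.39 and miR-302b at 15.2 ± 0.671. These were low signals, at least 10.9-fold over liver for miR-367 and at least 3.93-fold over liver for miR-302b, which thus met the 4-fold rule with signals under 2 set to 2 and not at its bound, and were called on no array of another tissue. The epithelial miR-200c, at 8.93 ± 1.02, was 0.0477 times the mean of the others, and miR-200b was undetected at 3.12 ± 0.625.

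Of the 6 striated muscle miRNAs 5 were higher in heart and miR-206 was lower, undetected on all 5 arrays, with 5 and 1 when adjusted over the list alone. Besides those above, miR-1, which shares a transcript with miR-133a, was at 56733 ± 4602 (at least 56.9-fold). The list shifted by a mean of 4.21 on the log2 scale (4.22 with the slide as a block, 3.78 to 4.69 within the 5 slides that held the tissue, 4.40 to 4.73 when scaled), with adjusted p = 0.000132 and adjusted p = 0.0512 with an estimated correlation. A total of 36 miRNAs were higher and 132 lower in heart, 37 and 131 with the slide as a block, 34 and 154 within day 1 and 40 and 118 within day 2, and the largest adjusted p of the picked miRNAs was 9.62e-28. After scaling alone the split was 68 and 81 with the 75th percentile of all miRNAs set equal (median shift 0.63) and 58 and 80 with quantile normalization (median shift 0.57). The majority turned only with further changes made together with the scaling, to 72 and 53 with the processed signal less its 75th percentile (median shift 0.73) and 25 and 16 with normexp and quantile normalization together (median shift 0.51). With a floor of 8 on low signals, 3 miRNAs in place of 7 were enriched.

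Skeletal muscle carried miR-1, miR-133a, miR-133b and miR-206 at their highest. miR-1 stood at 233151 ± 19547.5 (SD, n = 5), at least 279-fold above the other tissues, miR-133b at 211309 ± 20516 (287-fold) and miR-133a at 159821 ± 18085.5 (343-fold). miR-206, a miRNA of skeletal muscle and its precursors (chromosome 6, 52117163 to 52117179), was at 11979.8 ± 1512, at least 574-fold higher and 4.34-fold over breast. Besides miR-1, miR-133a and miR-206, the enriched miRNAs were miR-95 at 5995 ± 739.6 (13.4-fold over breast), miR-196a of the HOX clusters at 388 ± 60.8 (5.66-fold over testes) and miR-486, from the ANK1 gene, at 2575 ± 177 (4.35-fold over heart). miR-203, a miRNA of skin epithelium, was undetected at 0.211 ± 0.871, at most 0.0916 times the mean of the others, and so was miR-34c at 1.93 ± 1.18. Of the 6 striated muscle miRNAs 5 were higher, also adjusted over the list alone, and miR-208 was undetected. The list's mean shift was 6.49 on the log2 scale (6.47 with the slide as a block, 5.91 to 7.41 within the 5 slides that held the tissue, 5.58 to 6.82 when scaled), with adjusted p = 6.84e-05 and adjusted p = 0.0512 with an estimated correlation.

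Skeletal muscle had 61 miRNAs higher and 150 lower than the other tissues, 59 and 152 with the slide as a block, 63 and 148 within scan day 1 and 55 and 168 within scan day 2; the largest adjusted p of the picked miRNAs was 1.6e-29. The split became 78 and 103 with quantile normalization (median shift 0.41), 83 and 109 with the processed signal less its 75th percentile (median shift 0.40) and 32 and 32 with normexp and quantile normalization together (median shift 0.46), and within scan day 2 the enriched miRNAs numbered 2 in place of 6. Its level of the liver miRNA miR-122a, 148 ± 193, rests on 2 arrays, skeletal muscle 2 at 326 and skeletal muscle 5 at 389, while the other 3 read 5.65 to 11.3.

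In liver the hepatocyte miRNA miR-122a (chromosome 18, 54269303 to 54269322) was at 40818 ± 7198 (SD, n = 5), at least 7314-fold above the other tissues, and made up 22.3% ± 2.28 of the summed signal. miR-192, miR-194 and miR-215, miRNAs of liver, gut and kidney, stood at 5124 ± 208, 2346 ± 203 and 1635 ± 123, or 44.3-fold, 36.4-fold and 38.0-fold higher. With miR-122a they were the 4 miRNAs enriched in liver. The muscle miRNAs were lowest relative to the other tissues, miR-133b at 5.66 ± 3.31, near the background noise and detected on 3 of the 5 arrays, and miR-1, undetected, at 8.52 ± 3.20 or at most 0.00301 times their mean. All 5 liver miRNAs on the array were higher, also adjusted over the list alone, miR-148a among them at 5061 ± 385 (4.95-fold). Their mean shift was 6.28 on the log2 scale (6.27 with the slide as a block, 6.10 to 6.57 within the 5 slides that held the tissue, 7.75 to 8.55 when scaled), with adjusted p = 1.28e-22 and adjusted p = 2.03e-05 with an estimated correlation.

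Of the 6 erythroid and myeloid blood cell miRNAs, 5 were lower in liver and 0 higher, also adjusted over the list alone, and the myeloid miR-223, at 978 ± 39.1, had no call. miR-451, an erythroid miRNA, stood at 307 ± 63.6 (0.135 times the mean of the others), and miR-16 and miR-15a at 1205 ± 67.3 and 539 ± 58.7 (0.254 times and 0.355 times), which turned higher with the 75th percentile of all miRNAs set equal, by 0.35 and 0.83 on the log2 scale. The list's mean shift was -2.28 on the log2 scale (-2.30 with the slide as a block, -2.64 to -1.88 within the 5 slides that held the tissue, -0.80 to 0.03 when scaled) and 0.03 with that percentile set equal; against the other miRNAs of liver it was not called (adjusted p = 0.75, adjusted p = 0.863 with an estimated correlation). Liver had 260 miRNAs lower and 12 higher. As higher and lower, the counts were 12 and 261 with the slide as a block, 12 and 260 within day 1 and 13 and 259 within day 2, and the largest adjusted p of the picked miRNAs was 9.07e-26. Scaling alone changed this split to 35 and 154 with the 75th percentile of the miRNAs detected on every array set equal (median shift 1.49), 86 and 103 with the 75th percentile of all miRNAs set equal (median shift 2.32, 23 calls turned round) and 63 and 111 with quantile normalization (median shift 1.78, 6 calls turned round). With further changes made together with the scaling, it was 124 and 41 with the processed signal less its 75th percentile (median shift 2.22, 26 calls turned round) and 29 and 27 with normexp and quantile normalization together (median shift 1.73).

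Ovary had high levels of miR-10b, at 13269 ± 2938 (SD, n = 5) or 26.5-fold above the other tissues, and shared with testes the X chromosome cluster: miR-514 stood at 306 ± 49.4 (at least 38.2-fold), miR-509 at 638 ± 130.2 (23.5-fold) and miR-508 at 131 ± 29.0 (at least 20.3-fold). The 2 enriched miRNAs were miR-199a (chromosome 1, 170380355 to 170380373), at 12019.9 ± 2152 and 4.33-fold over placenta, and miR-99a (chromosome 21, 16833295 to 16833313), which lies near let-7c on chromosome 21, at 12213 ± 2253 and 4.20-fold over heart. The number enriched in ovary was 1 without ovary replicate 2, within scan day 2 or with the 75th percentile of all miRNAs set equal, 3 within scan day 1, and 0 with the percentile of the miRNAs detected on every array or with quantile normalization. The muscle miRNAs miR-133a, at 81.3 ± 14.3, and miR-133b, at 127 ± 22.8, were 0.0671 times and 0.0678 times the mean of the other tissues.

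Of the 41 tested C14MC members 18 were higher in ovary, miR-431 and miR-770-5p were lower and 21 had no call, with 18 and 2 when adjusted over the list alone. miR-376a stood at 1576 ± 355 (3.46-fold), miR-377 at 875 ± 168 (3.63-fold) and miR-136 at 761 ± 200.3 (4.30-fold). The mean shift was 0.86 on the log2 scale (0.87 with the slide as a block, 0.04 to 1.301 within the 5 slides that held the tissue, 0.35 to 1.14 when scaled), with adjusted p = 0.000243, adjusted p = 0.313 with an estimated correlation, and adjusted p = 0.314 among the miRNAs detected on all 43 arrays. Of the 6 endothelial and smooth muscle miRNAs 3 were higher, also adjusted over the list alone. The smooth muscle miRNAs miR-145 and miR-143 stood at 70075 ± 12814 (3.43-fold) and 25321 ± 3942 (2.86-fold) and miR-222 at 2567 ± 555 (3.28-fold), while the endothelial miR-126, at 8978 ± 1549.9, miR-126* and miR-221 had no call. The list shifted by 0.86 on the log2 scale (0.89 with the slide as a block, 0.24 to 1.20 within the 5 slides that held the tissue, 0.26 to 0.67 when scaled) and was not called (adjusted p = 0.0914, adjusted p = 0.473 with an estimated correlation). In ovary 89 miRNAs were higher and 112 lower, with 91 and 110 in the slide block, 106 and 104 within scan day 1 and 84 and 118 within scan day 2; the largest adjusted p of the picked miRNAs was 8.86e-22. The split was 58 and 140 with the 75th percentile of the miRNAs detected on every array set equal (median shift -0.60), 98 and 92 with quantile normalization (median shift 0.14) and 40 and 23 with normexp and quantile normalization together (median shift 0.07), and 49 and 22 with only miRNAs detected on all 43 arrays.

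Testes were marked by a cluster of X chromosome miRNAs and by the miR-34 and miR-449 family. miR-514 (chromosome X, 146168477 to 146168496) stood at 4721 ± 383 (SD, n = 4), at least 839-fold above the other tissues, miR-506 at 1724 ± 10.4 (at least 367-fold) and miR-510 at 1823 ± 24.3 (at least 256-fold). All 7 members of the cluster from miR-506 to miR-514 were higher, also adjusted over the list alone, with a mean shift of 8.16 on the log2 scale (8.15 with the slide as a block, 7.82 to 8.10 within the 4 slides that held the tissue, 8.24 to 8.47 when scaled). Camera gave adjusted p = 1.31e-06, and the call held at adjusted p = 0.0425 with an estimated correlation. miR-449, from the CDC20B gene and known from ciliated and germ cells, was at 1897 ± 149 (at least 433-fold), miR-34c at 2349 ± 125 (at least 134-fold), miR-34b at 3229 ± 91.0 (30.7-fold) and miR-449b at 67.0 ± 6.38 (at least 21.5-fold). Of the 5 members of this family 4 were higher, also adjusted over the list alone, and miR-34a, at 2287 ± 72.3, was 1.49-fold above the other tissues with no call; the mean shift was 5.40 on the log2 scale (5.39 with the slide as a block, 4.86 to 5.59 within the 4 slides that held the tissue, 5.49 to 5.64 when scaled), with adjusted p = 0.000326 and adjusted p = 0.0512 with an estimated correlation.

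Lower in testes were miR-486, at 33.0 ± 2.95 or 0.125 times the mean of the other tissues, and miR-422b, at 148 ± 5.72 or 0.144 times. Testes had 90 miRNAs higher and 37 lower, 88 and 39 with the slide as a block, 92 and 38 within day 1 and 88 and 43 within day 2, and the largest adjusted p of the picked miRNAs was 1.34e-28. Other settings changed this to 61 and 83 with quantile normalization (median shift -0.30) and 26 and 17 with normexp and quantile normalization together (median shift -0.12), and to 10 and 25 with only miRNAs detected on all 43 arrays. On all 4 testes arrays 32 of the 47 members of the placental chromosome 19 cluster were detected as well, at 0.161% to 15.8% of their placenta level.

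Placenta was set apart by the chromosome 19 miRNA cluster (C19MC), a primate-specific imprinted cluster expressed in trophoblast. miR-517b (chromosome 19, 58916186 to 58916206) stood at 76430.4 ± 8659 (SD, n = 5), at least 7841-fold above the other tissues, miR-517c at 45289.6 ± 6299 (at least 5504-fold), miR-516-5p at 30170 ± 2478 (at least 4865-fold) and miR-517a at 19349 ± 2350.04 (at least 3989-fold). The next tissue was testes for each of these, and for miR-525 (5357 ± 240.5) and miR-515-5p (4895 ± 733), which were 623-fold over testes and 449.8-fold over testes. All 47 C19MC members on the array were higher in placenta, also adjusted over the list alone, with a median fold of 469.7 when undetected tissues are taken at their bound. The mean shift was 8.85 on the log2 scale (8.83 with the slide as a block, 8.49 to 9.18 within the 5 slides that held the tissue, 7.25 to 8.44 when scaled), with adjusted p = 1.61e-12 and adjusted p = 0.0512 with an estimated correlation. The cluster made up 36.02% ± 0.558 of the summed signal. miR-95 was undetected at 2.46 ± 0.679, and miR-133a, at 65.6 ± 6.74, was 0.0532 times the mean of the others.

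The neighbouring stem cell cluster of miR-371 to miR-373 had all 4 of its members higher in placenta, also adjusted over the list alone: miR-372 at 541 ± 58.8 (at least 132-fold), miR-373 at 158 ± 17.5 (at least 41.3-fold), miR-371 at 118 ± 11.2 (at least 34.8-fold) and miR-373* at 12.8 ± 1.95 (at least 1.73-fold), of which miR-373* passed 2-fold only with signals under 2 set to 2 and turned lower after scaling (log2 difference -0.38 with the 75th percentile of all miRNAs set equal). Their mean shift was 5.03 on the log2 scale (5.02 with the slide as a block, 4.72 to 5.41 within the 5 slides that held the tissue, 2.88 to 4.63 when scaled), and the list was not called (adjusted p = 0.0732, adjusted p = 0.153 with an estimated correlation), though it was with that percentile set equal (adjusted p = 0.0415) or with no filter on dim miRNAs (adjusted p = 0.0257). Of the 41 tested C14MC members 37 were higher in placenta and 0 lower, also adjusted over the list alone, and miR-134, miR-370, miR-494 and miR-668 had no call. miR-376a stood at 3758 ± 587 (9.28-fold), miR-377 at 2012 ± 187 (9.37-fold) and miR-368 at 1282 ± 140.2 (10.9-fold), and the cluster's mean shift was 2.81 on the log2 scale (2.80 with the slide as a block, 2.14 to 3.45 within the 5 slides that held the tissue, 0.65 to 2.45 when scaled), with adjusted p = 0.000251 and adjusted p = 0.313 with an estimated correlation.

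Of the 6 blood cell miRNAs 4 were higher in placenta, also adjusted over the list alone, among them miR-451 at 10207 ± 2046 (6.98-fold) and miR-223 at 3366 ± 205 (4.27-fold), with placenta 4 apart at 3012. miR-16 and miR-15a, at 5053 ± 389 and 1106 ± 103, had no call, and miR-16 changed from 0.35 to -1.38 on the log2 scale with the 75th percentile of all miRNAs set equal. The list's mean shift was 1.62 on the log2 scale (1.61 with the slide as a block, 1.26 to 2.06 within the 5 slides that held the tissue, -0.11 to 1.19 when scaled) and -0.11 with that percentile set equal, and it was not called (adjusted p = 0.502, adjusted p = 0.738 with an estimated correlation). Placenta had 184 miRNAs higher and 54 lower, 181 and 53 with the slide as a block, 185 and 52 within scan day 1 and 179 and 55 within scan day 2; the largest adjusted p of the picked miRNAs was 7.78e-25. The split turned to 106 and 136 with the 75th percentile of all miRNAs set equal (median shift -1.73), 93 and 152 with quantile normalization (median shift -1.84, 14 calls turned round), 95 and 174 with the processed signal less its 75th percentile (median shift -1.90, 4 calls turned round) and 62 and 69 with normexp and quantile normalization together (median shift -1.33).

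In thymus the epithelial miR-205 was at 11025 ± 581 (SD, n = 4), at least 449-fold above the other tissues, and the miR-200 family of epithelial cells followed with miR-200a at 1417 ± 70.9 (at least 82.5-fold), miR-200b at 2597 ± 29.1 (at least 81.4-fold) and miR-429 at 489.8 ± 24.8 (at least 54.8-fold). The blood cell miRNAs miR-142-3p (chromosome 17, 53763605 to 53763627) and miR-142-5p stood at 38993 ± 5888 and 6168 ± 285, 16.2-fold over placenta and 13.2-fold over placenta, the lymphocyte miRNA miR-155 at 1818 ± 59.9 (8.02-fold over ovary) and miR-182 at 873 ± 20.3 (7.55-fold over placenta). Low in thymus were miR-189, detected on 2 of 4 arrays, at 6.16 ± 0.602 or 0.182 times the mean of the other tissues, and miR-30a-3p, at 25.5 ± 1.47 or 0.237 times. All 8 lymphoid miRNAs were higher, also adjusted over the list alone, including miR-181a at 2162 ± 192 (8.05-fold) and miR-181b at 2040.2 ± 98.9 (7.85-fold). They shifted by 3.78 on the log2 scale (3.85 with the slide as a block, 3.40 to 4.10 within the 4 slides that held the tissue, 3.31 to 3.58 when scaled), with adjusted p = 3.91e-06 and adjusted p = 0.118 with an estimated correlation.

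Of the 16 miRNAs of the proliferation-linked miR-17-92 family clusters 15 were higher in thymus, also adjusted over the list alone, and miR-92b had no call. miR-92 stood at 9074 ± 272 (2.90-fold), miR-19b at 8839 ± 316 (2.56-fold), miR-20a at 5376 ± 344 (3.21-fold) and miR-106a at 3279.9 ± 94.9 (3.51-fold). The mean shift was 1.82 on the log2 scale (1.86 with the slide as a block, 1.67 to 2.06 within the 4 slides that held the tissue, 1.37 to 1.63 when scaled), with adjusted p = 3.98e-07 and adjusted p = 0.153 with an estimated correlation. In thymus 74 miRNAs were higher and 94 lower, 74 and 91 with the slide as a block, 74 and 94 within day 1, where its 1 array is assumed to vary like those of the other tissues, and 74 and 91 within day 2; the largest adjusted p of the picked miRNAs was 4.06e-25. Scaling alone gave 60 and 124 with the 75th percentile of the miRNAs detected on every array set equal (median shift -0.41), 60 and 124 with the 75th percentile of all miRNAs set equal (median shift -0.46) and 69 and 82 with quantile normalization. With further changes made together with the scaling, the counts were 56 and 155 with the processed signal less its 75th percentile (median shift -0.48) and 36 and 21 with normexp and quantile normalization together (median shift -0.05). Testing only miRNAs detected on all 43 arrays, with no scaling, gave 37 and 12.

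**Figure D3:**
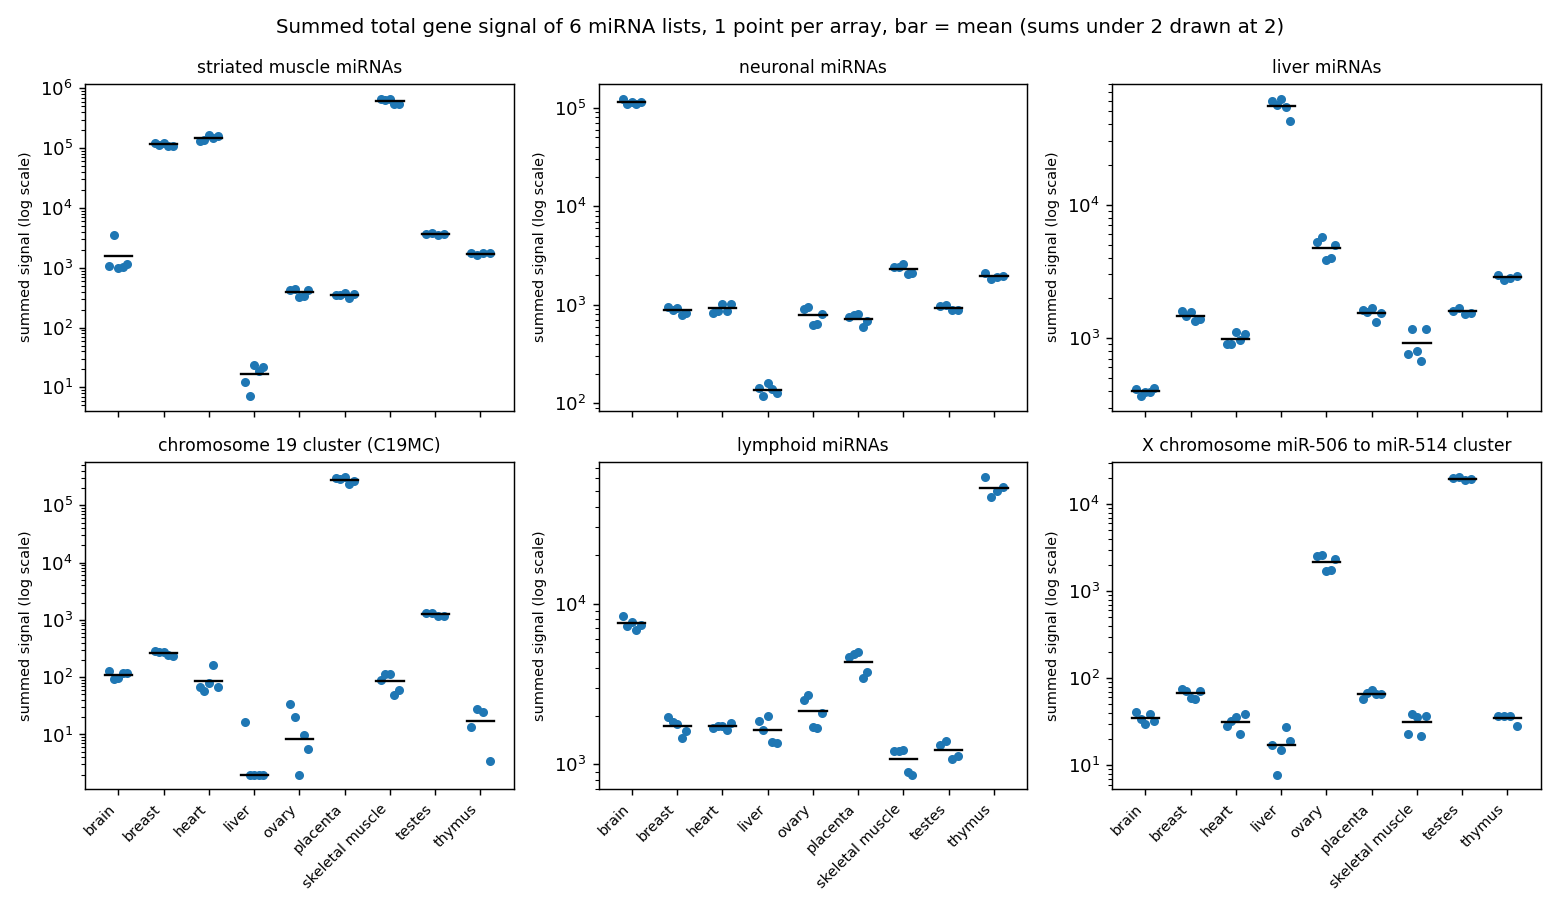
Summed total gene signal (log axis, fluorescence units, sums under 2 drawn at 2) of 6 of the miRNA lists on each of the 43 arrays by tissue, with a bar at the mean. The muscle list was at 616529 ± 58614.5 in skeletal muscle, 147281 ± 14695 in heart and 115422 ± 7087 in breast, and C19MC at 278557 ± 30249.8 in placenta and 1243 ± 94.4 in testes; the 5 brain arrays spread in the muscle list with brain 2 highest.

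All 36 pairs of tissues were compared as well. The number of miRNAs that differed ran from 127 between heart and skeletal muscle to 285 between liver and placenta, with a median of 201. With the slide as a block the lowest and highest numbers were 127 and 285, 126 and 290 within scan day 1, and 128 and 276 within scan day 2.

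**Figure D4:**
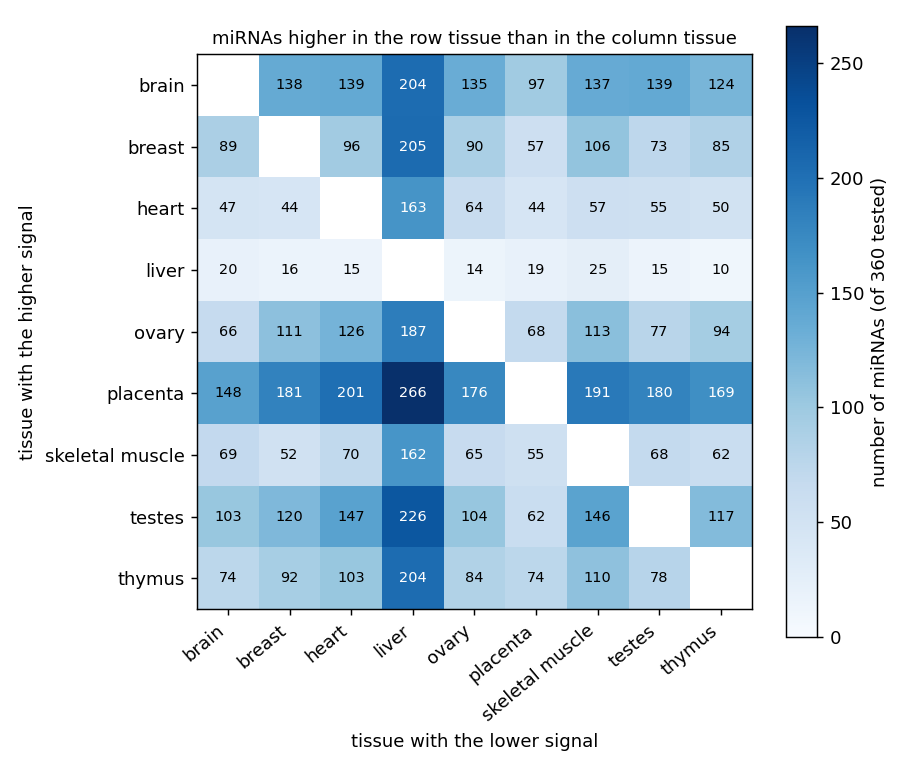
Number of the 360 tested miRNAs higher in the tissue of the line than in the tissue of the column, at an adjusted p under 0.05 and at least 2-fold. The numbers ran up to 266, for placenta over liver, and liver exceeded thymus in 10.

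Between the 2 striated muscles, 57 miRNAs were higher in heart and 70 in skeletal muscle. miR-490 was at least 65.1-fold higher in heart (221 ± 25.8 against -1.90 ± 1.76; n = 5 each) and miR-208 at least 22.9-fold (97.2 ± 5.87 against 2.79 ± 2.18). After them came the stem cell miRNAs miR-367 (at least 12.5-fold), miR-302a (at least 9.94-fold), miR-302d (at least 6.97-fold), miR-302b (at least 4.50-fold) and miR-302a* (at least 4.31-fold), and miR-193a (349 ± 31.7 against 35.1 ± 3.69, 9.95-fold), miR-221 (699.97 ± 31.5 against 75.8 ± 10.7, 9.30-fold) and miR-452* (at least 6.03-fold). Skeletal muscle exceeded heart most in miR-206, at least 3235-fold (11979.8 ± 1512 against -0.763 ± 1.70), followed by miR-196a (at least 104.5-fold), miR-95 (105-fold) and miR-196b (at least 49.9-fold). miR-128b stood at 1208 ± 105 against 42.9 ± 4.14 and miR-128a at 840.02 ± 87.2 against 35.3 ± 3.08, 28.2-fold and 23.8-fold higher in skeletal muscle. The rule also picked miR-182 (16.6-fold), miR-489 (at least 8.94-fold), miR-183 (at least 6.55-fold) and miR-122a (at least 9.76-fold), the last resting on the arrays skeletal muscle 2 and 5. With the slide as a block the counts were 58 and 69, 47 and 79 within day 1, and 70 and 58 within day 2, where the larger number was in heart; the largest adjusted p of the 20 named was 3.45e-07. The larger number was in heart as well, at 75 and 58, with the 75th percentile of the miRNAs detected on every array set equal and, at 74 and 61, with that of all miRNAs, while quantile normalization gave 61 and 63, the processed signal minus 75th percentile 79 and 54 and normexp background with quantile normalization 21 and 21.

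Between the gonads, 77 miRNAs were higher in ovary and 104 in testes. Ovary was higher in miR-193a (8.48-fold, 722 ± 73.5 against 84.8 ± 5.45; n = 5 and n = 4), miR-219 (7.64-fold), miR-130a (7.58-fold), miR-101 (6.85-fold), miR-455 (6.16-fold) and miR-99a (5.80-fold). Both arms of the miR-199a precursor were higher in ovary, miR-199a at 12019.9 ± 2152 against 2261 ± 162 and miR-199a* at 27026 ± 4764 against 4583 ± 313, and so were miR-29c (5.08-fold) and miR-29a (5.02-fold), a family that targets collagen genes. Testes were higher in miR-449 (1897 ± 149 against 2.48 ± 0.857, the ovary level being near the background noise and detected on 2 of 5 arrays, so that no fold is given) and miR-34c (230.4-fold, 2349 ± 125 against 10.3 ± 1.92), and in the epithelial miR-205 (at least 75.4-fold), miR-429 (at least 38.0-fold) and miR-200c (46.9-fold). The others the rule picked were the C19MC members miR-517b (at least 46.7-fold), miR-517c (at least 48.4-fold), miR-518e (at least 35.5-fold) and miR-520f (at least 27.5-fold), and miR-206 (at least 36.9-fold, 128 ± 7.67 against 0.0192 ± 1.59). With the slide as a block 78 were higher in ovary and 101 in testes, 87 and 103 within day 1, and 73 and 106 within day 2; the largest adjusted p of the 20 named was 9.29e-19. Scaling moved these counts, to 27 and 140 with the 75th percentile of the miRNAs detected on every array set equal and to 60 and 113 with that of all miRNAs, and turned them round with quantile normalization, to 103 and 79. Testing only miRNAs detected on all 43 arrays, with no scaling, also turned them round, to 58 and 10.

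The study compared arrays with another method on a panel of 61 miRNAs that it had chosen partly from arrays of some of these tissues, so the panel is no independent sample. All 61 were on the array, 32 were detected on all 43 arrays and 46 on every array of at least 6 tissues, and miR-637 was detected on none. The 59 that could be tested all differed among tissues, with a median range over the tissue means of 5.45 on the log2 scale. Of the miRNAs that the study singled out, miR-138, a neuronal miRNA, stood at 874 ± 22.9 (SD, n = 5) in brain and 46.4 ± 2.17 in placenta, while thymus, at 4.26 ± 0.509, was undetected. miR-296 varied 6.96-fold between ovary, at 30.4 ± 2.56, and placenta, at 211 ± 9.35. miR-494 varied 3.30-fold between its lowest and highest tissue mean and miR-99a 36.4-fold, with placenta lowest at 334 ± 46.4. In the study, miR-296, miR-494 and miR-99a differed most between arrays and its other method, and placenta was the value it left out for miR-99a. The array ranges of these miRNAs may therefore not reflect their levels. In brain miR-190 was at 26.4 ± 6.19, detected on 4 of the 5 arrays, and miR-328 at 274 ± 19.4.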

Values the study reported

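The study compared array signals with TaqMan qPCR for 61 miRNAs measured in the same RNA. Over the 36 pairs of tissues, it reported R values from -0.984 to -0.821 between the array and qPCR ratios and slopes from -1.05 to -0.793. It named miR-494, miR-296 and miR-99a as those on which arrays and qPCR differed most. With the placenta value left out, miR-99a had a slope of -0.844 and R = -0.929. For miR-296 and miR-494 the paper presumed that some interference disturbs the reading of endogenous levels, on 1 or both platforms.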

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

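The tests of explanations in this part, their numeric limits, the limit to detected miRNAs in the search for outlying arrays and the addition to it of miR-1, miR-133a, miR-133b, miR-122a and miR-637 in every tissue were chosen after the results were seen. Of 193 sets of 4 or 5 arrays of a tissue searched, 7 had 1 array far from the others by Dixon's criterion, and chance alone gives such a mark in about 1 set in 20, so a single mark carries little weight. Of the 7, 4 are on 1 array, brain 2, of which 3 are weighed below for their size.

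Brain 2 carried more of 3 striated muscle miRNAs than the other 4 brain arrays: miR-1 at 1513 against 381 to 432, miR-133b at 1241 against 393 to 451 and miR-133a at 778 against 217 to 256. The marker miRNAs of the heart array next to it on the slide, heart 2, stood on brain 2 at 1.87% of their heart signal, and those of liver stood in the same way on skeletal muscle 5 (0.991%) and skeletal muscle 2 (0.720%), where miR-122a read 389 and 326 against 5.65 to 11.3 and miR-192 131 and 133 against 85.1 to 94.3. The tables argue against exchange of like size in both directions, since the reverse share was at most 0.0362%, although miR-124a on heart 2, at 17.2 against -0.448 to 3.22 on the other 4 heart arrays, goes with a small transfer from brain 2, and against a raised background, since miRNAs dim on both arrays rose by a median of at most 1.80 signal units. All 3 pairs above the limit of 0.5% were neighbours, as were 72 of the 210 combinations of a receiving and a source array with markers on 1 slide, p = 0.0392 (exact), and 41 of 121 when each pair of arrays is counted once, p = 0.037 (exact), so that carry-over of sample from the neighbouring array is a candidate explanation. That limit was chosen after the shares were seen, so both p-values hold for it only and carry little weight. Next were non-neighbours, 0.411% on brain 2 from skeletal muscle 2 and 0.312% on breast 1 from thymus 1. Skeletal muscle 2 as source is argued against by miR-206, 13329.7 there and 3.03 on brain 2 (other brain arrays 1.60 to 3.75). No biological explanation was tested, because the arrays of a tissue share 1 RNA sample.

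On the breast arrays the striated muscle miRNAs miR-1, miR-133a, miR-133b, miR-206 and miR-499 stood at 17.8% to 24.1% of their skeletal muscle signal. Carry-over on slides is argued against, since the highest breast array was at most 1.35 times the lowest for these miRNAs on 5 slides, and so is heart RNA, since miR-206 was at least 746-fold above its bound in heart. The shares lay within 1.35 times of each other, so skeletal muscle RNA in the breast sample may be the source. RNA with the whole profile of this skeletal muscle sample is argued against, because miR-196a and miR-95, both enriched in skeletal muscle, stood at 5.59% and 7.43% in breast, although the likewise enriched miR-486, at 22.2%, and miR-128a and miR-128b, at 20.7% and 18.8%, go with it. Muscle of another site, next to the gland, and expression by breast cells themselves stay open and were not tested.

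Of the 47 chromosome 19 cluster miRNAs, 32 were detected on all 4 testes arrays, at 0.161% to 15.8% of their placenta signal (median 0.557%), against 10 in breast, 3 in brain and 1 each in heart and skeletal muscle. Carry-over from placenta arrays is argued against, since the 1 testes array on a slide with no placenta array stood at a median of 0.920 times the others. Placenta RNA in the testes sample as the whole source is argued against by the shares, the highest of which was 98.7 times the lowest. Expression of part of the cluster in testes may account for the signal and stays open, as does cross-hybridization between members or with other RNAs of testes, which could not be tested from these files.

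The 4 other values stood apart from the arrays of their tissue. Heart 4 had 222 detected miRNAs, where the other heart arrays had 238 to 242. On brain 2 miR-214 read 79.6 against 64.1 to 66.6, on placenta 4 miR-223 read 3012 against 3409 to 3535, and on heart 1 miR-499 read 720.1 against 817 to 848. Among the 64 probe sets for miRNAs of other organisms, which no comparison used, 3 were called detected on all 43 arrays, with a median of 8 per array (4 to 13).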

How the results depend on the processing

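The runs by scan day and without the 5 doubted arrays, and the slide as a block for the number detected and the summed signal, were chosen after the results were seen; the other alternatives were planned. Leaving out each of the 43 arrays in turn kept the direction and the side of the threshold of every list shift and every count within 1.5 times, except the number enriched in ovary, 1 to 2, which was 1 without ovary replicate 2; the numbers enriched ran from 130 to 133 in all. Against the counts of higher and lower miRNAs as reported, those with the slide as a block were 0.967 to 1.05 times as large, within scan days 0.894 to 1.19 times, and without brain 2, skeletal muscle 2 and 5, liver 2 and placenta 2, 0.984 to 1.03 times. With the replicate number as a block they were 1.00 to 1.11 times as large, the most for lower in testes (41 for 37). The numbers do not pair the samples: arrays with the same number had a median correlation of residuals of 0.41 over 165 pairs, but -0.52 where they were scanned on different days, and 19 of 43 arrays correlated best with their own number. A floor of 1 and the deposited matrix kept the counts within 1.5 times and the calls of the lists, the other detection rules, the sum without the 10 brightest miRNAs and 3 times the noise moved their results by no more than that, and treat kept the counts within 1.5 times but ended 3 calls given below. Signal over background limits the dim miRNAs: 110 of the 470 were not tested, and bounds stand in for the level of undetected ones. In what follows each value is set before the reported one, and the cause of a change was not tested unless it is named.

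Setting the 75th percentile of the miRNAs detected on all arrays equal gave higher 35 for 12 in liver, 58 for 89 in ovary; lower 154 for 260 in liver; enriched 0 for 2 in ovary, 3 for 6 in skeletal muscle; higher in ovary than in testes 27 for 77. These log2 differences changed sign: miR-16 in placenta -0.0763 for 0.35. Calls were lost for miR-16, miR-15a in liver, miR-19b in thymus, miR-143 in ovary, let-7b, let-7c in brain, miR-373* in placenta, and gained for miR-223 in liver, miR-126 in ovary.

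The 75th percentile of all miRNAs set equal gave higher 68 for 36 in heart, 86 for 12 in liver, 106 for 184 in placenta; lower 81 for 132 in heart, 103 for 260 in liver, 136 for 54 in placenta; enriched 1 for 2 in ovary; blood cell miRNAs in liver 0.0305 (adjusted p = 0.718), blood cell miRNAs in placenta -0.11 (adjusted p = 0.928), let-7 family in brain 0.30 (adjusted p = 0.0868), miR-371 to miR-373 cluster in placenta 3.45 (adjusted p = 0.0415). These log2 differences changed sign: miR-16 in liver 0.35 for -1.98, miR-15a in liver 0.83 for -1.50, miR-16 in placenta -1.38 for 0.35, let-7a in brain -0.0548 for 0.87, let-7f in brain -0.10 for 0.82, miR-373* in placenta -0.38 for 1.14. Calls were lost for miR-451 in liver, miR-223 in placenta, miR-19b in thymus, let-7b, let-7c in brain, and gained for miR-223 in liver, miR-15a in placenta.

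Quantile normalization gave higher 58 for 36 in heart, 63 for 12 in liver, 93 for 184 in placenta; lower 80 for 132 in heart, 111 for 260 in liver, 152 for 54 in placenta, 83 for 37 in testes; enriched 0 for 2 in ovary, 2 for 6 in skeletal muscle. These log2 differences changed sign: miR-15a in liver 0.0340 for -1.50, miR-16 in placenta -0.75 for 0.35, miR-373* in placenta -0.90 for 1.14. Calls were lost for miR-16 in liver, miR-223 in placenta, miR-141 in breast, miR-143 in ovary, let-7b in brain, miR-29a in ovary against testes, and gained for miR-223 in liver, miR-15a in placenta, miR-126 in ovary.

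From the processed signal less its 75th percentile came higher 72 for 36 in heart, 124 for 12 in liver, 95 for 184 in placenta; lower 166 for 97 in brain, 53 for 132 in heart, 41 for 260 in liver, 174 for 54 in placenta, 155 for 94 in thymus; enriched 4 for 7 in heart, 1 for 2 in ovary; blood cell miRNAs in placenta -0.27 (adjusted p = 0.916). These log2 differences changed sign: miR-16 in liver 0.25 for -1.98, miR-15a in liver 0.75 for -1.50, miR-16 in placenta -1.55 for 0.35, miR-373* in placenta -1.18 for 1.14. Calls were lost for miR-451 in liver, miR-451, miR-223 in placenta, miR-19b in thymus, miR-141 in breast, let-7b, let-7c in brain, and gained for miR-223 in liver, miR-15a in placenta.

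Normexp background correction and quantile normalization, 2 changes made together whose parts were not separated, gave higher 54 for 123 in brain, 32 for 79 in breast, 29 for 12 in liver, 40 for 89 in ovary, 62 for 184 in placenta, 32 for 61 in skeletal muscle, 26 for 90 in testes, 36 for 74 in thymus; lower 45 for 97 in brain, 17 for 101 in breast, 16 for 132 in heart, 27 for 260 in liver, 23 for 112 in ovary, 32 for 150 in skeletal muscle, 17 for 37 in testes, 21 for 94 in thymus; enriched 11 for 32 in brain, 0 for 7 in heart, 0 for 2 in ovary, 31 for 58 in placenta, 1 for 6 in skeletal muscle, 8 for 13 in testes, 4 for 10 in thymus; differing by at least 4-fold 182 for 350; enriched in any tissue 60 for 132; in the median pair 84 for 201; fewest in a pair 39 for 127; most in a pair 146 for 285; higher in heart than in skeletal muscle 21 for 57; lower in heart than in skeletal muscle 21 for 70; higher in ovary than in testes 27 for 77; lower in ovary than in testes 31 for 104; epithelial miRNAs in breast 0.43 (adjusted p = 0.138). These log2 differences changed sign: miR-15a in liver 0.38 for -1.50, miR-16 in placenta -0.74 for 0.35, miR-141 in breast -0.28 for 1.17, miR-373* in placenta -0.11 for 1.14. Calls were lost for miR-144, miR-200b in breast, miR-367, miR-302a, miR-302d, miR-302b in heart, miR-508 in ovary, miR-203, miR-34c in skeletal muscle, miR-449b in testes, miR-189, miR-30a-3p in thymus, miR-377 in brain, miR-136, miR-223, miR-373, miR-371 in placenta, miR-16 in liver, miR-367, miR-302a, miR-302d, miR-452*, miR-302b, miR-302a*, miR-183, miR-489 in heart against skeletal muscle, miR-219, miR-520f in ovary against testes, and gained for miR-223 in liver, miR-15a in placenta.

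Restricting the test to the 146 miRNAs detected on all 43 arrays, which leaves fewer to call, gave higher 44 for 123 in brain, 35 for 79 in breast, 19 for 36 in heart, 6 for 12 in liver, 49 for 89 in ovary, 51 for 184 in placenta, 32 for 61 in skeletal muscle, 10 for 90 in testes, 37 for 74 in thymus; lower 25 for 97 in brain, 19 for 101 in breast, 19 for 132 in heart, 102 for 260 in liver, 22 for 112 in ovary, 23 for 54 in placenta, 35 for 150 in skeletal muscle, 12 for 94 in thymus; enriched 6 for 32 in brain, 0 for 7 in heart, 1 for 58 in placenta, 0 for 6 in skeletal muscle, 0 for 13 in testes, 3 for 10 in thymus; differing among tissues 146 for 360; differing by at least 4-fold 140 for 350; enriched in any tissue 15 for 132; in the median pair 81 for 201; fewest in a pair 46 for 127; most in a pair 112 for 285; higher in heart than in skeletal muscle 20 for 57; lower in heart than in skeletal muscle 29 for 70; lower in ovary than in testes 10 for 104; C14MC in brain 1.73 (adjusted p = 0.055), C14MC in ovary 1.16 (adjusted p = 0.314).

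Estimated rather than preset correlation in camera left the shifts and raised their p: striated muscle miRNAs in heart 4.21 (adjusted p = 0.0512), striated muscle miRNAs in skeletal muscle 6.49 (adjusted p = 0.0512), striated muscle miRNAs in breast 4.22 (adjusted p = 0.118), neuronal miRNAs in brain 7.22 (adjusted p = 0.0512), C19MC in placenta 8.85 (adjusted p = 0.0512), C14MC in brain 2.64 (adjusted p = 0.153), C14MC in placenta 2.81 (adjusted p = 0.313), C14MC in ovary 0.86 (adjusted p = 0.313), lymphoid miRNAs in thymus 3.78 (adjusted p = 0.118), miR-17-92 family clusters in thymus 1.82 (adjusted p = 0.153), miR-34 and miR-449 family in testes 5.40 (adjusted p = 0.0512), epithelial miRNAs in breast 1.83 (adjusted p = 0.153), let-7 family in brain 1.23 (adjusted p = 0.434).

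The stricter 10-fold rule left enriched 15 for 32 in brain, 4 for 7 in heart, 0 for 2 in ovary, 1 for 6 in skeletal muscle, 8 for 13 in testes, 2 for 10 in thymus; enriched in any tissue 80 for 132. With a floor of 8 came enriched 3 for 7 in heart. Calls were lost for miR-302b in heart, miR-141 in breast, miR-373* in placenta, miR-302b, miR-302a* in heart against skeletal muscle. Without a filter on dim miRNAs, which adds miRNAs to the background of camera, miR-371 to miR-373 cluster in placenta 5.03 (adjusted p = 0.0257). Within scan day 2 alone came enriched 1 for 2 in ovary, 2 for 6 in skeletal muscle. With treat calls were lost for miR-141 in breast, let-7b in brain, miR-373* in placenta.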

Other observations

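The miRNAs and lists in this part, and the tests by other groupings of the arrays, were chosen after the results were seen. The epithelial miRNAs, tested as a list in breast, summed to 20402 ± 757 (SD, n = 4) in thymus and 20863 ± 1253 (SD, n = 5) in placenta, against 2827 ± 170.2 in breast and 29.3 ± 7.22 in heart. Their members differed between these tissues: miR-200c stood at 15216 ± 916 in placenta and 3358 ± 35.98 in thymus and miR-141 at 4722 ± 336 and 1206 ± 34.5, while miR-200b was at 8.54 ± 0.755 and 2597 ± 29.1 and miR-205 at 755 ± 80.9 and 11025 ± 581. The blood cell miRNAs summed highest in thymus, 32431 ± 2367, where miR-451 was at 10699 ± 1986 and miR-223 at 3302 ± 109. The let-7 family summed to 179855 ± 38268 in ovary and 140972 ± 9837 in brain, and lowest to 28174 ± 3293 in liver and 30806 ± 3939 in placenta. The summed signal of all miRNAs was also lowest in liver. As a share of that sum the family made up 25.4% in ovary, 25.5% in brain, 15.4% in liver, 9.46% in skeletal muscle and 3.98% in placenta.

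Within the miR-302 and miR-367 cluster, 6 miRNAs were detected on all 5 heart arrays and on none of the 38 others, among them miR-302a* at 14.6 ± 1.64 (SD, n = 5) and miR-302c at 13.99 ± 1.41, and miR-302b* and miR-302c* were undetected on all 43 arrays. The neuronal miR-128a and miR-128b, highest in brain at 4554 ± 178 and 6512 ± 300.4, stood next in skeletal muscle and then in thymus, at 438 ± 27.2 and 547 ± 36.9 (SD, n = 4).

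Signals moved with the scan day. Over the 146 miRNAs detected on all 43 arrays the median difference of day 2 from day 1 was -0.11 on the log2 scale, from -0.37 in ovary to 0.20 in heart, and 7 miRNAs were lower on day 2 in all 9 tissues. miR-126* fell by a mean of 0.61 (-0.83 to -0.24), and miR-494 alone was higher in all 9, by 0.59 (0.44 to 0.86).

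Chance division of the arrays was tested by drawing 100 splits into groups of the same sizes, the real one included. Arrays were exchanged freely across slides and scan days. Residuals of arrays of different tissues had a median correlation of 0.51 on the same slide and -0.49 across scan days, which the splits ignored. The arrays of a tissue are repeat labellings of 1 RNA sample, so these splits bear only on the labellings, and chance differences between samples stay open. The tested miRNAs had also been filtered by the real tissues. Arrays of 1 tissue lay far closer to each other than to those of other tissues, so splits that mix tissues were almost bound to give fewer miRNAs. No conclusion on chance is drawn from the counts that follow. No other split reached the numbers of miRNAs that differed among the tissues, 360 (highest other 46), or did so by at least 4-fold, 350 (highest other 43), the number enriched, 132 (highest other 7), or the median pair, 201 (highest other 0), so 1 of 100 was as large. The same held for the number called, 220 in brain (highest other 146), 180 in breast (highest other 26), 168 in heart (highest other 7), 272 in liver (highest other 83), 201 in ovary (highest other 89), 238 in placenta (highest other 39), 211 in skeletal muscle (highest other 74), 127 in testes (highest other 68), 168 in thymus (highest other 62), and for heart against skeletal muscle, 127 (highest other 0), and ovary against testes, 181 (highest other 156).

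For the list shifts, as mean log2 differences with the largest in size of the other splits in parentheses, 1 of 100 splits was as large for striated muscle miRNAs in skeletal muscle 6.49 (3.87), neuronal miRNAs in brain 7.22 (3.85), liver miRNAs in liver 6.28 (3.80), C19MC in placenta 8.85 (3.22), C14MC in brain 2.64 (-2.16), C14MC in placenta 2.81 (-1.88), lymphoid miRNAs in thymus 3.78 (2.14), blood cell miRNAs in liver -2.28 (-1.34), blood cell miRNAs in placenta 1.62 (1.52), miR-17-92 family clusters in thymus 1.82 (1.33), X chromosome miR-506 to miR-514 cluster in testes 8.16 (6.25), miR-34 and miR-449 family in testes 5.40 (3.83), miR-371 to miR-373 cluster in placenta 5.03 (2.01), and 3 of 100 for striated muscle miRNAs in heart 4.21 (4.69), striated muscle miRNAs in breast 4.22 (-4.91), let-7 family in brain 1.23 (-1.31). These lie under a limit of 5 of 100, taken singly and with no adjustment over the 19 list tests, the last 3 narrowly, since 2 other splits were as large. Splits that mix tissues hold tissue differences, so no conclusion on chance is drawn for any list. The signals were not scaled between arrays, so a shift here holds the overall signal of the arrays and is no property of a list by itself: the blood cell miRNAs moved to 0.0305 in liver and -0.11 in placenta with the 75th percentile over all miRNAs set equal. Above the limit of 5 of 100 were C14MC in ovary 0.86 (1.73), with 26 of 100, epithelial miRNAs in breast 1.83 (3.58), with 13 of 100, and endothelial and smooth muscle miRNAs in ovary 0.86 (-1.42), with 8 of 100.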
